A study of Mus musculus with 6 samples. Its data were reported in "Atad2 is a generalist facilitator of chromatin dynamics in embryonic stem cells" (2016).

How the data were processed

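Total RNA from mouse embryonic stem (ES) cells was measured on Illumina MouseWG-6 v2.0 expression beadchips, on which each probe is read as the average brightness of its beads. The cells stably carried a short hairpin RNA (shRNA) against Atad2 (shAtad2) or a control shRNA (shCtrl), and had been cultured for 3 days without leukaemia inhibitory factor (LIF), the cytokine that keeps mouse ES cells undifferentiated. Each group held 3 arrays. Group and replicate number were taken from the sample titles. Nothing in the labels says that the replicates came from separate cultures, so p-values measure only the spread between these samples, which may be technical. Arrays of cells kept with LIF were not analysed here.

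The authors deposited unnormalized probe intensity with a detection p-value for each of 45281 probes, and a second table of processed intensity. The deposited detection p-values moved in steps that fit a rank among 936 negative control beads. The scanner software, the background treatment and the normalization of the arrays were not given in the sources used here. The processed table was set against the unnormalized one. All 6 of its columns held the same distribution, with a median of 141.1 and a mean of 544.0, on a linear scale, and the rank order of probes within an array was that of the unnormalized intensity (Spearman correlation 1). Quantile normalization by the authors is the operation that leaves these marks. Multiplied by 36, the processed values had at most 4 decimals for 95.6% of 41211 probes, against at most 47.8% with any other multiplier tried, so the shared distribution may have been averaged over more arrays than the 6 used here. The processed table served as an alternative.

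The unnormalized intensity was background-corrected by normexp with the detection p-values, given an offset of 16, quantile-normalized and put on the log2 scale with neqc of limma 3.58.1 in R 4.3.3. Probes were kept when the detection p-value was under 0.05 on at least 3 of the 6 arrays, which 18085 probes met. Of all probes, 34885 carried 1 gene symbol in the platform annotation, 18 carried several and 10378 carried none. Symbols were updated through the Entrez identifier for 34807 probes and kept as annotated for 78, with the gene table of assembly GRCm38.p6 used for names alone. The brightest kept probe stood for each gene, which gave 10072 genes, and 2585 kept probes without a single symbol were left out of the tests. Log2 changes of dim probes are understated by the offset and by background that the correction leaves.

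Genes were compared between shAtad2 and shCtrl with limma (lmFit and eBayes, two-sided, Benjamini-Hochberg adjusted p under 0.05). The design without a block was fixed as the main one before the data were examined, as were the alternatives, 24 gene lists compiled from general knowledge and the rule for named genes. The lists were tested with camera of limma at a preset correlation of 0.01 between members, two-sided and adjusted over the 24 lists, and again with an estimated correlation, with fry and with fgsea 1.28.0. Deviations from the group mean correlated between arrays of the same replicate number at 0.30, 0.29 and 0.58, all above the 0.1 set for treating the numbers as pairs, so the fit with the replicate number as a block is given wherever it changed a call. The pairing of replicates 1 and 2 rests on little, since shAtad2 1 correlated with shCtrl 2 at 0.30 and shAtad2 2 with shCtrl 1 at 0.34. Alternatives covered the background correction, the normalization, the offset, the authors' processed values, the filter on dim probes, the choice of probe, the variance model, the block and each array left out in turn. A block that sets the third replicates against the others, a fit without the third replicates, bins on the mean of all 6 arrays, and the estimated correlation and fry within the blocked fit were added after seeing the data.

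Named genes were the 10 with the smallest p-values (used because fewer than 10 genes passed, and not all printed), Atad2, the marker genes with RT-qPCR primers in the study, for each list without a gene past the threshold the member with the smallest p-value, and Actb and Gapdh as controls. Atad2b was to be named but had no probe with its symbol. RIKEN clones and predicted loci were left out. Other members of lists, and genes called with a block, were named after their values were seen, and the text says so at each.

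The fits were tested on simulated data with the spread of these arrays, in which 200 of 10072 genes were changed. Without the block, 50.4% of 2-fold and 97% of 4-fold changes were recovered, and 4.70% of calls were false. With the block, 81.6% of 2-fold changes were recovered and 5.55% of calls were false. Camera recovered a simulated list of independent genes shifted by -0.6 and called 0 of 23 unshifted lists. Noise was drawn independently for each gene and array, so the simulations without the block held no shared difference of the third replicates. These rates need not carry over to the real arrays, nor to the real lists, whose members were correlated at up to 0.74. The number of arrays limits the precision of every value.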

Results

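The transcriptome of differentiating mouse ES cells was measured with and without a knockdown of Atad2, a bromodomain AAA ATPase that binds acetylated chromatin. Both groups carried a stable shRNA, directed against Atad2 (shAtad2) or serving as control (shCtrl), and both were taken after 3 days without LIF. Each of the 6 arrays, 3 per group, read 45281 probes. The median unnormalized intensity lay between 130.0 and 138.9, and between 17792 and 18513 probes per array (39.3% to 40.9%) were above background. Values below are normalized log2 intensity, given as mean ± SD over the 3 arrays of a group, and changes are shAtad2 minus shCtrl with the standard error of the fit.

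The third replicates of both groups stood apart from the other arrays. The first principal component held 48.0% of the variance and placed shAtad2 3 at 26.1 and shCtrl 3 at 26.8, against -15.4 to -11.9 for the other 4 arrays. The second component held 21.5% and separated the groups, with the shAtad2 arrays at 8.90 to 14.3 and the shCtrl arrays at -13.4 to -10.5. Mean list levels moved along with the first component in both groups. Primitive streak and mesoderm genes, which mark the first mesoderm of the embryo, lay 1.47 lower on shCtrl 3 than on the other shCtrl arrays and 1.52 lower on shAtad2 3 than on the other shAtad2 arrays. Genes of glycolysis and hypoxia lay 0.68 and 0.67 higher on these arrays, and naive pluripotency genes lay 0.67 and 1.12 lower. These are values of single arrays and were not tested.

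**Figure D1:**
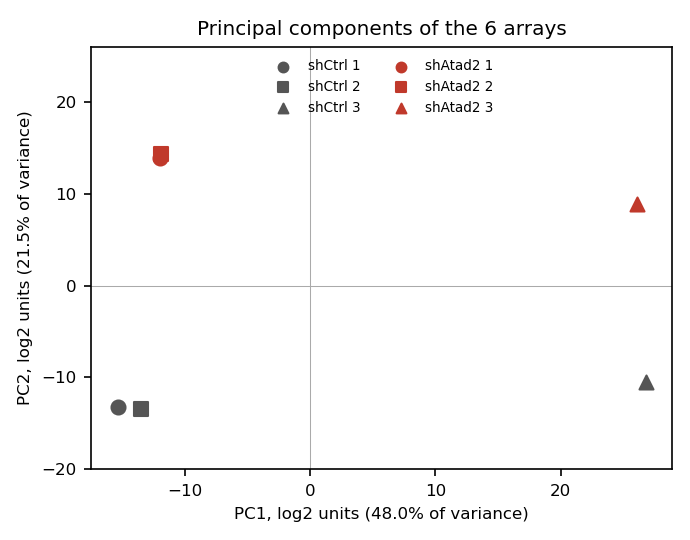
Position of each of the 6 arrays on the first and second principal components of the normalized log2 intensity of the tested genes, in log2 units, with colour for the group and marker shape for the replicate number. The third replicates lie at 26.1 and 26.8 on the first component, and the second component places all shAtad2 arrays above 0 and all shCtrl arrays below it.

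Atad2 was examined first, since the knocked-down gene checks the labels. Its level was 5.58 ± 0.15 in shAtad2 and 6.38 ± 0.10 in shCtrl, a log2 change of -0.80 (SE 0.14), or 1.74-fold lower. The 3 shAtad2 arrays read 5.69, 5.64 and 5.41, all below the 3 shCtrl arrays at 6.28, 6.48 and 6.39. By limma its unadjusted p was 0.000476 (0.000473 with the replicate block). With adjustment over all genes the limma test did not reach the threshold (adjusted p = 0.310, and 0.0927 with the replicate block). The second Atad2 probe was not above background on any array. Without background correction the change was -0.27, as this probe is dim. Actb, with a change of -0.02 (SE 0.15), and Gapdh, with -0.02 (SE 0.13), lay level between the groups, and their signs flipped with single arrays left out and, for Gapdh, with cyclic loess. Another Actb probe above background on all arrays differed by 0.32.

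The study lists RT-qPCR primers for 9 genes of the germ layers and of pluripotency. Its text names Gata4, T, Eomes, Pax3 and Nes as affected by the knockdown after LIF was removed. The arrays were read for all 9 at day 3. Nes, an intermediate filament gene of neural progenitors, read 8.23 ± 0.08 in shAtad2 and 7.64 ± 0.07 in shCtrl, a change of 0.60 (SE 0.13). Its second probe differed by 0.74 but is dim, at 5.27 in shCtrl, and was above background on 2 of the 3 shCtrl arrays. Fgf5, a gene of the primed epiblast, read 10.11 ± 0.35 against 9.63 ± 0.36. Gata6, an endoderm regulator, read 6.44 ± 1.56 against 7.42 ± 1.40, the difference having the same sign in all 3 pairs and running from -1.77 to -0.08 with single arrays left out, and was above background on 2 of the 3 shAtad2 arrays. Eomes differed by -0.28 (SE 0.35) and Pou5f1, which encodes the pluripotency factor Oct4, by -0.12 (SE 0.18), while the second probes, above background on all arrays, differed by -0.25 for Eomes and 0.09 for Pou5f1. The signs of Eomes and Pou5f1 flipped when a single array was left out. The probe of Gata4 was above background on 1 array, those of Afp and Pax3 on none, and T had no probe with its symbol here. By limma, 0 of these genes passed the threshold, with or without the replicate block, and Nes had an unadjusted p of 0.00168 (adjusted p = 0.329).

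**Figure D2:**
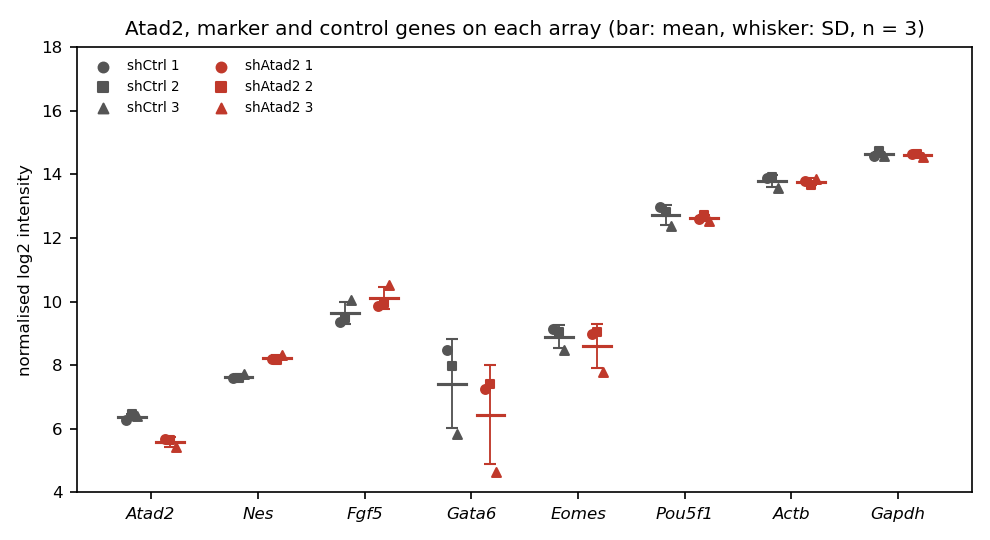
Normalized log2 intensity (vertical axis) of Atad2, 5 marker genes with RT-qPCR primers in the study and 2 control genes on each array, with a bar at the mean and whiskers of 1 SD over 3 arrays. Atad2 and Nes separate the groups on all arrays, while the 2 groups of Gata6, at 6.44 ± 1.56 and 7.42 ± 1.40, overlap because the third replicates lie low in both.

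Over all genes, the knockdown came with few large differences. The gene with the smallest p was Atp6v0e, a subunit of the proton-pumping vacuolar ATPase, at 10.68 ± 0.09 in shAtad2 and 11.89 ± 0.11 in shCtrl, a change of -1.21 (SE 0.13). Nupr1, a stress-induced chromatin-associated protein gene, differed by -0.97 (SE 0.16). Ppp1r1a, an inhibitor of protein phosphatase 1, differed by 0.97 (SE 0.15), Miat, a long noncoding RNA of the nervous system, by 1.15 (SE 0.17), and Efna5, an ephrin that guides axons, by 0.81 (SE 0.12). Smarca2, the Brahma ATPase of the BAF complexes, differed by 0.78 (SE 0.13), Soga3 by 0.81 (SE 0.12), Itprip by 1.14 (SE 0.19) and Dmrtc1c1 by 0.73 (SE 0.12). In each of these genes the 3 arrays of a group lay on one side of the other 3.

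With the main limma fit, 0 of 10072 genes were higher and 0 were lower, the smallest adjusted p being 0.195. At an unadjusted p under 0.05 there were 798 genes, 415 higher and 383 lower in shAtad2. Exchangeable arrays would give 503.6 by chance, but the replicate numbers pair these arrays, and the other splits that part all 3 pairs gave at most 389. The 2 groups did not overlap in 1363 genes (13.5%, against 10% by chance for exchangeable arrays). Regardless of any test, 25 genes differed at least 2-fold, 9 of them higher. With the replicate number as a block, 10 genes passed, all changed at least 2-fold, and 1354 had an unadjusted p under 0.05. These genes were named after their values were seen. The 2 that rose were Ncam1, the neural cell adhesion molecule, by 1.42, and Unc45b, a myosin chaperone, by 1.39. Among the 8 that fell were Mixl1 (-1.50) and Cdx2 (-1.19), homeobox genes of the primitive streak and the posterior embryo, Msx1 (-1.18), a homeobox gene of neural crest and mesoderm, Ddit3 (-1.11), a transcription factor of the unfolded protein response, Rab25 (-1.15), Leng9 (-1.16) and Atp6v0e. Mixl1 and Leng9 were above background on 2 of the 3 shAtad2 arrays, so the size of their changes is uncertain. The smallest adjusted p was 0.0479 in that fit, close to the threshold.

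Genes of the germ layers were set against each other next, to ask which differentiation programmes differed at day 3. The primitive streak and mesoderm list was lower in shAtad2, with 23 of its 26 measured members lower, 3 higher and a median change of -0.62. Its mean difference was -0.68, -0.50 and -0.64 in the 3 pairs. The list passed camera (adjusted p = 0.00289) but not with an estimated correlation (adjusted p = 0.615), its members being correlated at 0.61, and 0 members passed alone. The call also ended without shAtad2 3 (adjusted p = 0.681) or without shCtrl 1 (adjusted p = 0.182). It held without any other single array (smallest adjusted p = 2.47e-07) and without shAtad2 3 and shCtrl 3 together (adjusted p = 1.94e-08). Leaving out a single array parts a pair. The fit without shAtad2 3 keeps shCtrl 3, also low on this list, without its counterpart. The loss of the call there does not show that the difference rests on shAtad2 3. With the replicate block the adjusted p of camera was 2.87e-11, and 0.371 with an estimated correlation. In that fit 12 members fell when adjusted over the list alone, and 2, Mixl1 and Cdx2, over all genes. Among the 12, chosen here after their values were seen, were the homeobox genes Evx1 (-1.81, block SE 0.30) and Lhx1 (-0.73, block SE 0.19), the Snail repressor Snai1 (-0.88, block SE 0.17, and -1.39 to -0.50 with single arrays left out), which drives the epithelial to mesenchymal transition, and the ligand gene Wnt3a (-0.92, block SE 0.31). Lhx1 was above background on 2 shAtad2 arrays and Wnt3a on 1. The third replicates, on which this list was lowest in both groups, lay at -1.31 (shAtad2) and -0.68 (shCtrl), against 0.20 and 0.21 on the other shAtad2 arrays and 0.87 and 0.71 on the other shCtrl arrays.

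The neurectoderm list parted into genes that were higher and genes that were lower. Of its 14 measured members 7 were higher and 7 lower, with a median of 0.10 and a mean of 0.28, and camera gave an adjusted p of 0.0822 (0.615 with an estimated correlation). That adjusted p ran from 0.0205 to 0.667 with single arrays left out, fits that each part a pair. The mean difference was 0.27, 0.21 and 0.38 in the 3 pairs. Adjusted over the list alone, 3 members rose, namely Nes, Ncam1 and En2, a homeobox gene of the midbrain (1.02, SE 0.26), and 0 passed over all genes. With the replicate block 8 members passed over the list alone, and 2, Ncam1 and Msx1, over all genes. The 6 that rose included En1 (1.85, block SE 0.29) and Irx3 (0.95, block SE 0.14), and the 2 that fell were Msx1 and Zic1 (-0.59, block SE 0.14), the latter above background on 2 shAtad2 arrays. En1 and Irx3 were low on the third replicates of both groups. Without the block their SE was 1.08 and 0.51 (adjusted p = 0.761 and 0.729 by limma). These examples were chosen after their values were seen. On the third replicates this list was lower in both groups, by -0.78 in shCtrl and -0.64 in shAtad2 relative to the other arrays of the group.

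**Figure D3:**
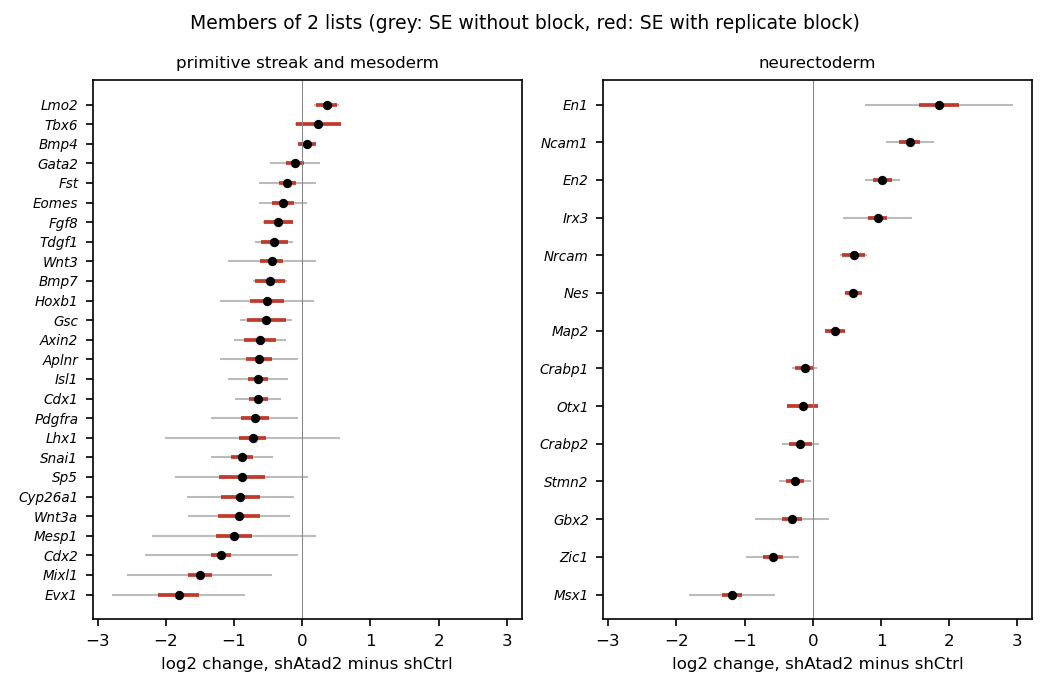
Log2 change of shAtad2 minus shCtrl (horizontal axis) for the 26 measured members of the primitive streak and mesoderm list and the 14 of the neurectoderm list, with bars of 1 standard error without (grey) and with (red) the replicate block. The changes of the first list run from -1.81 for Evx1 to 0.36 for Lmo2, with 23 below 0, and those of the second from -1.18 for Msx1 to 1.85 for En1.

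Markers of other cell types that such cultures can hold were compared next. Of 20 measured endoderm genes 14 were lower and 6 higher (adjusted p = 0.660), Lamb1, a basement membrane laminin, having the smallest p (-0.58, SE 0.14). Of 13 trophectoderm genes 10 were lower, with a median of -0.37, and Krt8, a keratin of simple epithelia, differed by -0.39 (SE 0.16). This list did not pass the main test (adjusted p = 0.107) but passed with the replicate block (adjusted p = 0.0175, and 0.549 with an estimated correlation). It was 0.40 lower on shCtrl 3 and 0.50 lower on shAtad2 3 than on the other arrays of the group. Of 14 fibroblast genes 8 were higher (adjusted p = 0.430), with the matrix protease gene Mmp2 at 0.49 (SE 0.12). Of 17 germ line genes 13 were lower (adjusted p = 0.430), and Syce1, of the meiotic synaptonemal complex, differed by 0.32 (SE 0.18). Adjusted over the list alone, 0 genes of these 4 lists passed by limma, with 3 endoderm, 1 trophectoderm, 3 fibroblast and 0 germ line genes at an unadjusted p under 0.05. In the fit with the block 3 endoderm genes fell over the list alone, Lamb1, Gata6 and Foxa1 (-0.68, block SE 0.16), and 5 fibroblast genes passed, of which 3 rose, among them the proteoglycan gene Dcn (0.78, block SE 0.15). Foxa1, above background on 1 shAtad2 array, and Dcn, on 1 shCtrl array, were picked after their values were seen.

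Pluripotency genes and related lists were examined in the same way. Of 18 general pluripotency genes 11 were lower, with a median of -0.09 (adjusted p = 0.473), and Dnmt3l, a cofactor of de novo DNA methylation, differed by -0.51 (SE 0.14). Of 19 naive pluripotency genes 13 were lower (adjusted p = 0.624), and the mean difference of that list was 0.10, 0.01 and -0.39 in the 3 pairs (SE over members 0.10, 0.07 and 0.10). Lifr, the receptor of LIF, differed by 0.51 (SE 0.18) and was above background on 1 shCtrl array. With the replicate block 1 naive gene, the T-box factor Tbx3, chosen after its value was seen, fell when adjusted over the list alone (-1.01, block SE 0.19). Of 17 formative and primed epiblast genes 12 were higher, with a median of 0.17 and Zic2 at 0.65 (SE 0.24) (adjusted p = 0.0822, 0.0169 by fgsea, and 0.615 by camera with an estimated correlation). All 6 measured genes of the 2-cell-like list, which is active in a rare state of ES cells resembling the early embryo, were higher, with a median of 0.55 and Arg2 at 0.74 (SE 0.30), which ran from 0.38 to 0.99 with single arrays left out and was above background on 2 shCtrl arrays. The list missed the main threshold (adjusted p = 0.0822) and passed with the replicate block (adjusted p = 3.53e-04, and 0.549 with an estimated correlation), where 5 members rose when adjusted over the list alone. Of these, Zscan4c (0.97, block SE 0.14) was picked after its value was seen. The list was 1.27 lower on shCtrl 3 and 1.06 lower on shAtad2 3 than on the other arrays of the group. With single arrays left out, which parts a pair, its adjusted p by camera ran from 0.0104 to 0.667. Its mean difference was 0.47, 0.44 and 0.67 in the 3 pairs. Of 17 imprinted genes 10 were higher, with the maternally expressed RNA Rian at 0.56 (SE 0.16), and the list did not pass by camera (adjusted p = 0.0759) but passed by fgsea (adjusted p = 0.00568), and its adjusted p was 0.615 by camera with an estimated correlation. Dcn, also a member, rose over that list alone with the block.

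**Figure D4:**
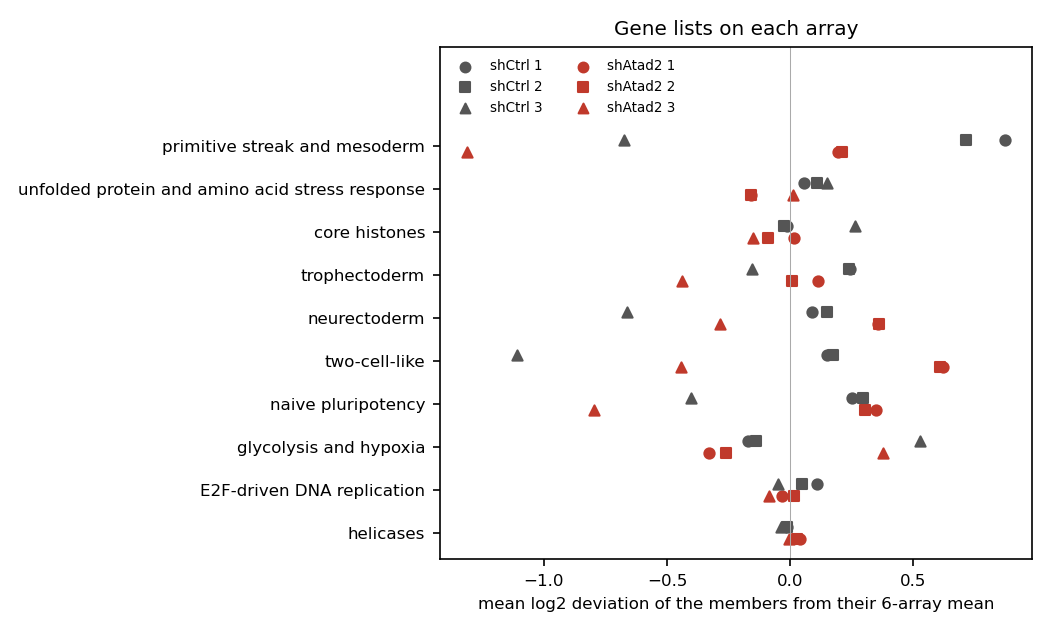
Mean log2 deviation of the measured members of 10 gene lists from their mean over the 6 arrays (horizontal axis), for each array, with colour for the group and marker shape for the replicate number. On primitive streak and mesoderm genes the third replicates lie at -1.31 and -0.68, and each shAtad2 array lies below the shCtrl array of its number.

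Stress response and histone genes made up the other lists past the threshold. The unfolded protein and amino acid stress response list was lower in shAtad2, with 21 of 29 measured members lower and a median of -0.13. Adjusted over the list alone, 2 members fell, Nupr1 and Trib3 (-0.68, SE 0.15), a pseudokinase induced by Atf4, and 3 fell with the replicate block, when Ddit3 joined them. Other members were Chac1, which degrades glutathione (-0.89, SE 0.25), and Hspa5, the main chaperone of the endoplasmic reticulum (-0.34, SE 0.13). Apart from Nupr1, these members were chosen after their values were seen. The adjusted p of camera was 0.00289, and 0.615 with an estimated correlation. Of 46 core histone genes 36 were lower, with a median of -0.13 and H2bc18 at -0.49 (SE 0.13) (adjusted p = 0.00289, and 0.615 with an estimated correlation), and 0 members passed alone by limma, 2 having an unadjusted p under 0.05. The mean difference of the histone list was 0.03, -0.06 and -0.41 in the 3 pairs. Without shCtrl 3 the adjusted p was 0.667, without shAtad2 3 it was 0.0717, and without both of these arrays it was 0.912. Several histone genes are near-identical copies whose probes can share targets. Histone chaperone and FACT genes were spread on both sides, 15 of 25 being lower (adjusted p = 0.733), with the histone variant Macroh2a1 at -0.45 (SE 0.17).

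Further lists covered growth and metabolism. Of 33 ribosome biogenesis and Myc target genes 24 were lower, with a median of -0.11 and the cell cycle kinase gene Cdk4 at -0.49 (SE 0.18). The list missed the main threshold (adjusted p = 0.0808, and 0.615 with an estimated correlation). Of 28 glycolysis and hypoxia genes 21 were lower, with a median of -0.10. Adjusted over the list alone 1 member fell, the mitochondrial adenylate kinase gene Ak4 (-0.96, SE 0.19). That list had an adjusted p of 0.0822, and 0.0235 with the replicate block (0.549 with an estimated correlation). Its mean difference was -0.16, -0.12 and -0.15 in the 3 pairs. It was the list on which the third replicates lay highest, and its direction turned without shCtrl 3 (adjusted p = 0.667). That fit keeps shAtad2 3, also high on this list, without its counterpart, so the turn does not show that the difference rests on shCtrl 3. The lists of p53 targets (adjusted p = 0.517), interferon response (0.528), cholesterol synthesis (0.323) and extracellular matrix and adhesion (0.960) did not pass. Their members with the smallest p were Sesn1 at -0.48 (SE 0.16), Oas1g at 0.51 (SE 0.13), Mvk at -0.39 (SE 0.21) and Ccn2 at -0.39 (SE 0.13). In the matrix list the median (-0.02) and the mean (0.05) differed in sign, and camera placed it lower. Its member Zeb1, a repressor of epithelial genes picked after its value was seen, rose over the list alone with the replicate block (0.75, block SE 0.16).

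Genes of E2F-driven DNA replication and helicases were compared because of 2 categories that the study named from these samples. These were helicases and a category of proliferation genes regulated by E2F, not DNA replication as such. For that reason neither list is independent evidence of a direction, and both were compiled anew here, so their members need not be those of the study. Of 32 E2F-driven DNA replication genes 21 were lower and 11 higher in shAtad2, with a median of -0.10 and a mean of -0.07. Prim1, a subunit of DNA primase, differed by 0.74 (SE 0.20), in the direction opposite to the list. It was above background on 2 of the 3 shCtrl arrays, and its change was 0.20 without background correction. Pcna, the sliding clamp, differed by -0.38 (SE 0.13) and Ccne1, cyclin E1, by -0.37 (SE 0.13). The last 2 were chosen after their values were seen. The list did not pass (camera p = 0.0823, adjusted p = 0.179, and 0.615 with an estimated correlation), and 0 members passed by limma, over all genes or adjusted over the list alone, with 4 at an unadjusted p under 0.05. Prim1 rose over the list alone in the fit with the replicate block. With the stricter filter on dim probes, which drops Prim1, the adjusted p of the E2F list by camera was 0.0489.

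Of 78 helicase genes 43 were higher and 35 lower, with a median of 0.02 and a mean of 0.04, and the list did not pass by camera (p = 0.170, adjusted p = 0.323, and 0.615 with an estimated correlation). Adjusted over the list alone 1 gene rose, Smarca2, and 0 passed over all genes, with 5 at an unadjusted p under 0.05. The adjusted p was 0.0404 by fgsea. It was 0.0452 by fry with the replicate block, a test against no change and not against the other genes, so it is no second finding of the same shift. Of 34 replication fork genes 17 were higher and 17 lower (adjusted p = 0.909), the median (-0.01) and the mean (0.01) differing in sign, and Gins3, of the GINS complex, differed by 0.53 (SE 0.24), and by 0.29 to 0.77 with single arrays left out. Of 22 mitosis genes 14 were lower (adjusted p = 0.323), and the kinetochore gene Ndc80 differed by -0.51 (SE 0.19). Over the 24 lists camera called 3, with 10 at an unadjusted p under 0.05. It called 0 with an estimated correlation, and fry called 0. With the replicate block camera called 6, 0 of which held with an estimated correlation, and fry called 4.

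Finally, the changes were set against the expression level, since the study describes Atad2 at active genes. The paper drew this from mapped Atad2 binding (ChIP-seq) and from RNA sequencing after small interfering RNA in ES cells. It compared genes with and without Atad2 peaks. Here no binding data were used, and the cells carried a stable shRNA and had spent 3 days without LIF. The slope therefore does not test that result. In 5 equal bins of the shCtrl level the median change was 0.02 in the lowest and -0.01 in the highest. The slope was -0.00603 per log2 unit (SD 0.000811 over the 3 shAtad2 arrays, exact two-sided permutation p = 0.5 over 20 assignments). This SD leaves out the spread of the shCtrl arrays, whose mean all 3 slopes share, and leaving out shCtrl 3 moved the slope to -0.0113. The permutations here and below take the 6 arrays as exchangeable and ignore the pairing by replicate number. With bins on the mean of all 6 arrays, which removes the link between a bin and its own noise, the slope was 0.000297. The exact permutation p was 0.7, the smallest possible with these bins being 0.1. Quantile normalization removes overall shifts, so the slope was also taken without normalization between arrays. It was then -0.0195 (exact permutation p = 0.1), with a median change of 0.05 in the lowest and -0.07 in the highest bin. That p is not the smallest possible, since slopes on the control level are not mirrored when the groups are swapped. With bins on all 6 arrays the slope without normalization was -0.0133 (exact permutation p = 0.2). The overall median shift without normalization was -0.02, with an SD of 0.08 over arrays.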

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

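The 2-level block, the fit without the third replicates, the slope on the mean of all 6 arrays, and camera and fry variants with the block were chosen after seeing the data. No alternative with the slide as a block was run, since the column names give no slide. The Atad2 change stayed below 0 under all 18 alternatives (-0.85 to -0.27) and passed the threshold in 1 of them, the 2-level block (-0.80, adjusted p = 0.04998). The RT-qPCR genes gave 0 calls by limma under every alternative run.

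No gene was called in the main fit. Atp6v0e alone was called, lower and at least 2-fold (1 gene in each count), without background correction, with offset 50, with the authors' processed values and with trend and robust eBayes. The replicate block called 2 genes higher, 8 lower and 10 at least 2-fold. The 2-level block called 25 higher and 18 lower, 17 at least 2-fold, and shared all 10 genes of the replicate block. Without the third replicates 3 were lower and at least 2-fold, 1 of them shared. The main count of 3 lists became 8 without background correction and with the authors' values, 5 without quantile normalization and with offset 50, 7 with the strict filter, with every probe and with trend, 4 without the filter, without the third replicates and by fry with the block, 6 with either block, 9 by fgsea, 0 with an estimated correlation (also with the block), 0 by fry, and 3 to 7 with single arrays left out. The E2F list passed only with the strict filter (adjusted p = 0.0489) of 23 alternatives (0.0489 to 0.615), and the helicases only by fgsea (0.0404) and by fry with the block (0.0452, a test against no change) of 23 (0.0404 to 0.667). Of lists below the main threshold, ribosome biogenesis and Myc targets passed in 11 of 23 alternatives, glycolysis and hypoxia in 10, neurectoderm in 9, the 2-cell-like list in 7 of 22 (too few members under the strict filter) and trophectoderm in 3 of 23. By fgsea the imprinted (adjusted p = 0.00568) and the formative and primed epiblast (0.0169) lists passed as well. The stress response list lost its call in 4 of 23, with an estimated correlation or fry, each with and without the block. The core histones list lost its call in 7 of 23 (0.912 without the third replicates) and the primitive streak and mesoderm list in 5 of 23.

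The slope against level was -0.00461 without background correction, -0.0195 without quantile normalization, -0.00499 with offset 50, -0.00473 with the authors' values, -0.00325 without the filter, -0.00866 without the third replicates, 0.000297 with bins on all 6 arrays, and -0.0113 to -0.00564 with single arrays left out; neither blocks nor the variance model move it. Of 38 named genes, 34 kept their sign in every alternative that measured them, 8 being absent under the strict filter. With single arrays left out, Actb ran from -0.133 to 0.0340, Gapdh from -0.0469 to 0.0260, Eomes from -0.503 to 0.121 and Pou5f1 from -0.288 to 0.0119, and Gapdh was 0.0245 with cyclic loess. Single arrays also moved Fgf5 (0.277 to 0.683), Mvk (-0.557 to -0.230), Macroh2a1 (-0.542 to -0.293) and Syce1 (0.215 to 0.494) by over 1.5 times. Each such fit keeps the other array of a pair without its counterpart. The glycolysis and hypoxia list turned higher without shCtrl 3 (adjusted p from 3.36e-04 to 0.667 over single arrays left out), a fit that keeps the high array shAtad2 3 without its counterpart. Probes near background limit all changes of dim genes.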

Other observations

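The tests of the primitive streak list, of the third replicates and of the histone list were chosen only after the results were seen, as were the 2-level block and the overlap test on its genes, while the splits, the swaps and the correlation over all genes were written before. The tests of the streak list were also changed after a first run. The neurectoderm test was first its mean against 0 (0.28), which was undecided, and was replaced by the difference from the streak list when both means were known, so that difference is not used to decide. A correlation over the streak members with the direction of the third replicates (0.74) was replaced by a comparison with other lists, and the test of the slides on second probes was added last, first on the 68 genes furthest out (97.1% with both probes on the same side) and then on all genes, with bounds set when the correlation was known, as were those for brightness. A test of later exit from pluripotency, which rested on the naive genes of the third pair (-0.39, SE 0.10 over members), and a test of the normalization between arrays were dropped, after both had come out against those explanations.

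With the third replicates set against the others as a block, 43 genes passed in limma, 25 higher and 18 lower, against 0 in the design fixed before and 10 with the replicate block, so this is the most favourable of the fits run, and its genes are named here after their values were seen. Those that rose included the midbrain homeobox genes En1 (1.85) and En2 (1.02), the neural patterning gene Irx3 (0.95), the Wnt antagonist Sfrp1 (1.14), Lbh (1.04), which is itself a Wnt target, the noncoding RNA Miat (1.15) and Zscan4c (0.97). Tested against the 10072 genes by one-sided Fisher's exact test, 5 of the 43 were among the 14 measured neurectoderm genes, where 0.06 would be expected by chance (adjusted p = 5.21e-08 over 24 lists). As a whole that list did not pass camera in the same fit (adjusted p = 0.124, and 0.440 with an estimated correlation), and the 43 genes come from a fit chosen after seeing the data. These were En1, En2, Irx3 and Ncam1, which rose, and Msx1, which fell. The primitive streak list held 2 (adjusted p = 0.0538), and so did the stress response list (adjusted p = 0.0538). Genes are not independent replicates in this test.

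Genes that set the third replicates apart in both groups, picked after their values were seen, included Lhx1 (-4.13 in shCtrl, -3.37 in shAtad2), Mesp1 (-4.16 and -2.78), Cdx2 (-3.09 and -3.50) and Zscan4c (-2.41 and -2.64), which were lower there. The glycolytic aldolase gene Aldoc (2.54 and 2.60), Ndrg1 (2.17 and 1.90), Egln3 (1.88 and 2.25) and Bhlhe40 (2.56 and 1.93), the last 3 known to respond to low oxygen, were higher. Cholesterol synthesis genes lay 0.42 and 0.44 higher on these arrays.

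The 10 splits of 6 arrays are too few for a share under 0.05. The real split called 0 genes and the highest other 0, and since any split reaches a count of 0, all 10 did and the comparison carries no information. For the lists, 5 of the 10 splits called at least the 3 of the real one, the highest other calling 8. The 4 splits that put the third replicates together called 5 to 8 lists and gave 945 to 1047 genes at an unadjusted p under 0.05, against 798, which points to a structure of the samples other than the groups, the third replicates of both standing apart. Among the 4 splits that part all 3 pairs, the others called at most 2 lists and gave at most 389 such genes. For the E2F list 2 splits gave a p as small as 0.0823 (smallest other 0.0163), and for the helicases 3 gave one as small as 0.170 (smallest other 0.129). Among the splits that part all pairs the real one had the smallest p for both lists, the smallest other being 0.121 for E2F and 0.405 for the helicases. These 4 splits are too few for a share under 0.05. Both lists were chosen because the study named related categories from these samples, so this rank is no evidence for either. With the replicate block, 1 of the 4 ways to swap labels within pairs, the real one, called as many as 10 genes, the highest other calling 0. These 4 ways are too few for a share under 0.05 as well.

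The primitive streak and mesoderm list was lower in shAtad2 by camera, with 3 of 26 members higher, but the call was lost with an estimated correlation (adjusted p = 0.615, and 0.371 with the replicate block). The third replicates alone are argued against, since the mean difference in the other 2 pairs was -0.59 (SE 0.12 over members, which are not independent replicates). A lower share of all differentiating cells stays open, because the neurectoderm mean lay 0.89 above that of the streak list (SE 0.24) but its members went both ways, and its median of 0.10 lay above the streak median of -0.62 by less than their SD of 0.83, while naive genes, which such a loss would raise by an unknown amount, differed by 0.10, 0.01 and -0.39 in the 3 pairs and general pluripotency genes by -0.05 on average. A shift of the shAtad2 cultures along the direction that sets the third replicates apart may remain for the streak list. The correlation of 0.0307 argues against it for all genes. Of the 4 other lists far out on that direction, 2 departed from the change needed by more than the SD of their members. These were the 2-cell-like (needed -0.47, found 0.52) and the glycolysis and hypoxia genes (needed 0.27, found -0.14). The neurectoderm (needed -0.29, found 0.28) and naive genes (needed -0.36, found -0.10) did not. That SD, 1.02 over 14 neurectoderm and 0.35 over 19 naive genes, is the spread of single members and is wider than the error of a mean. Falling within it therefore does not show that these 2 lists follow such a shift, and neurectoderm moved the opposite way. An effect of the knockdown on mesoderm is open too and was not separated from a difference between the 2 cell pools.

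The third replicates of both groups stood apart from the other arrays, and no explanation was excluded. Array brightness stays open, as the median intensity of shAtad2 3 (133.3) lay within the range of the other arrays and that of shCtrl 3 (130.0) below it, the means of both (510.6 and 486.7) lay within it, but the maximum was lower on both (35457.7 and 35968.1) than on any other array. Another slide or hybridization day cannot be excluded either, since the deviations by the brightest and the second probe correlated at 0.646 over the 3768 genes with both, and whether such an effect would act on single probes was not tested. Another state of the cultures at harvest stays open too, because the glycolysis and hypoxia genes, at least 0.52 above any other array on shAtad2 3 and shCtrl 3 where the other 4 spanned 0.19, were tested because they were seen to be high there. A difference in the handling of the RNA before hybridization was not tested.

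The lower core histone list may rest on a single array. Without shCtrl 3 its mean change went from -0.150 to -0.0564 and its adjusted p by camera to 0.667. That fit keeps shAtad2 3 without its counterpart, so it does not show that the difference rests on shCtrl 3 alone. Probes that share targets among near-identical histone genes could also have made the list pass, as the estimated correlation between members was 0.20, but a shared regulation would give the same value, so these cannot be told apart.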
